A study of Homo sapiens with 8 samples.

How the data were processed

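Nascent RNA was measured by factory-seq in 8 libraries from 2 human colorectal cancer cell lines. In factory-seq, nuclei are released with a mild detergent, treated with DNase I, and lysed under native conditions, and a mix of caspases then frees the RNA held at sites of transcription. Libraries were made with a TruSeq RNA kit per the labels. DLD-1 cells carried a degron (mAID) on POLR2A, which encodes RPB1, the largest subunit of RNA polymerase II. HCT116 cells carried the same degron on TOP2A, and 1 group was also labelled as TOP2B-/-, a knockout of TOP2B. The degron marks its protein for destruction once auxin is added to cells that make the plant protein TIR1. Per the labels, doxycycline was given for 24 h to induce TIR1, and auxin was then added at 500 µM for 14 h.

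Samples were grouped from their labels into 4 groups of 2 libraries. The labels conflict for the TOP2B-/- TOP2A-mAID HCT116 group, where titles read as control. The treatment field, the names of the count columns and the names in the authors' comparison read as auxin. This group was defined by its genotype. Its comparison with TOP2A-mAID control cells changes genotype and, if the treatment field holds, auxin as well, and these were not separated here. Titles describe all 8 libraries as from asynchronous cells. The labels also mention sorting of G1 cells for some samples and do not say whether it was applied here, nor whether untreated cells were given doxycycline. The paper supplied with the data describes another experiment, so no design or value was taken from it.

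The authors deposited raw read counts for 18638 RefSeq gene models, with 1 table per cell line. Counting covered the span of each gene model, so introns were included. The counted length was shorter than the span in 1443 models. Gene length was the span given in the deposited tables. The build GRCh38 is named with the authors' comparison tables. The deposited tables carry the name irnaseq, which is also that of a read-counting pipeline (iRNA-seq). Its version, its settings, its use of strand and the aligner are not given in the sources used here. Reads from overlapping or near-identical genes could therefore have been split or shared. The authors also deposited a table of changed genes per cell line, holding log2 fold changes, p-values with adjusted p-values, and a normalized signal per library. That deposited signal equalled the counts divided by a constant for each library, with a largest coefficient of variation of 1.44e-15 across genes. All columns of per-sample values were mapped to a sample or group. In the authors' tables of changed genes, no adjusted p was given for 32 of 1497 genes in DLD-1 and 16 of 922 in HCT116. Those genes were kept as listed genes.

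Each comparison was fitted on its own 4 libraries with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and p-values were two-sided and adjusted by the Benjamini-Hochberg method at 0.05. Each fit had 2 residual degrees of freedom. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gene lists fixed before the data were examined were tested with camera (limma 3.58.1, preset correlation 0.01) where at least 5 members were tested, with adjustment over 14 tests, and again with fry and with an estimated correlation. Of 9 lists, those of Pol III transcripts and of mitochondrial-encoded genes had 0 members in the count tables and were not tested. Alternatives were DESeq2 1.42.0, other scalings, other count filters, a fold-change threshold, leaving out each replicate, the replicate number as a block, and a fit over all 8 libraries. These were listed before the data were examined. When a replicate was left out, the lone library of its group was assumed to vary like the other group.

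Further settings were chosen after seeing the data. Silent genes of a cell line were the 20% of gene models of at least 5000 bp with the lowest reads per kb in the control libraries of the other line, ranked within each chromosome. Their median count per counted base was taken as a background density, and background-subtracted counts were the counts less this density times the counted length, with a floor of 0 and rounding to whole reads. Library totals and TMM scaling were then taken anew from these counts. Genes on chromosome Y were not taken as silent genes. A model with 1 RUVs factor in DESeq2 used genes with over 10 reads in at least 2 libraries. RUVs estimates unwanted variation from differences between replicates. The other added settings were thinning of every DLD-1 library to the shallowest, crossed replicate numbers in HCT116, partial correlations given GC content, and a fit of HCT116 to genes outside chromosome 20. Genes of chromosome 20 were also set against genes of other chromosomes in the same of 10 bins of GC content and 10 bins of length. GC content was taken from gene bodies of a GRCh37 annotation by symbol, with no coordinates carried over, and was found for 94.3% of tested genes in DLD-1 and 94.4% in HCT116. Random gene lists were matched on mean expression in 50 bins and drawn 10000 times.

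The genes named were POLR2A, TOP2A and TOP2B, and in each comparison the 5 largest rises and 5 largest falls. These were taken among genes with an adjusted p under 0.05, a mean log2 CPM of at least 5, and both libraries of 1 group above both of the other. This rule was fixed before the data were examined. Coordinates are those of the deposited tables on GRCh38, counted from 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

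The edgeR fit was tested on simulated counts for the genes tested in each comparison, with 200 genes changed by a known fold. At the dispersion estimated for DLD-1, the test found 0.5% of genes changed 2-fold and 91.5% of genes changed 8-fold among 17625 genes. With only 200 changed genes, the adjustment is stricter than in a comparison where many genes change, so these shares are not the shares found in DLD-1 itself. At the dispersion estimated for HCT116, it found 58.0% of genes changed 2-fold and 88.0% of genes changed 8-fold among 15273 genes. Of 122 calls in the 2-fold simulation of HCT116, 6 were false.

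Total counts ranged from 10739622 to 62626875 in DLD-1, a ratio of 5.83, and from 32129400 to 36491540 in HCT116. Replicates were checked for libraries deposited more than once. The chi-square statistic per degree of freedom was between 10.3 and 75.3 for the 4 replicate pairs, so each pair differed by far more than sampling noise and each library was counted as a replicate.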

Results

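Factory-seq libraries of nascent RNA were available from DLD-1 cells with degron-tagged RPB1, as control and after auxin, and from HCT116 cells with degron-tagged TOP2A, as control and as a group labelled TOP2B-/- (n = 2 per group). In DLD-1, total counts were 62626875 and 36906755 in the controls and 14183633 and 10739622 after auxin. In HCT116, they were 33239768 and 36491540 in the controls and 34743109 and 32129400 in the group labelled TOP2B-/-. Log2 CPM of replicates correlated across genes at 0.98 in both DLD-1 groups, at 0.96 in the HCT116 controls and at 0.99 in the group labelled TOP2B-/-. Control and auxin libraries of DLD-1 correlated at 0.75 to 0.89. In HCT116, control 1 correlated with the libraries labelled TOP2B-/- at 0.990 and 0.987, above its correlation with control 2, and control 2 correlated with them at 0.962 and 0.924, so the groups did not separate on this measure. Genes are not independent replicates, so no p-value was attached to these values.

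The libraries differed in the reads found over genes that were silent in the other cell line. The density of reads over 3095 such genes, extended to all gene models, corresponded to 2.25% and 9.05% of the total count in the DLD-1 controls. After auxin it corresponded to 39.5% and 59.7%. In HCT116 the values were 1.81% and 0.27% in the controls and 1.27% and 3.06% in the group labelled TOP2B-/-.

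**Figure D1:**
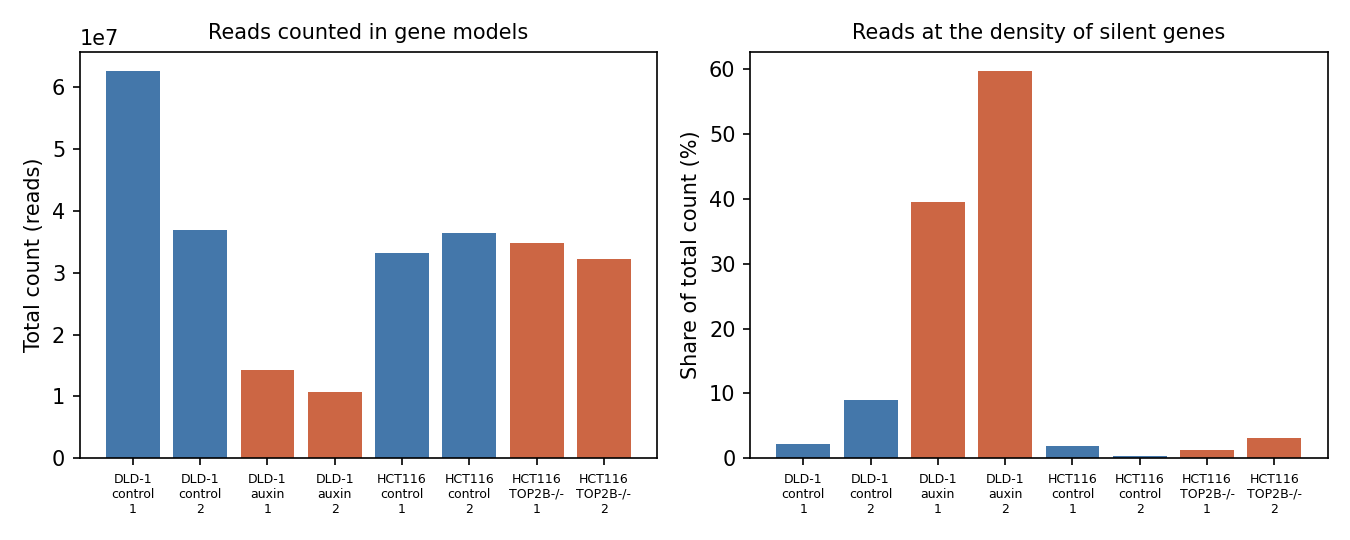
Bars give, for each of the 8 libraries, the total count (left) and the percent of that count at the read density of genes silent in the other cell line (right). The 2 auxin libraries of DLD-1 had the lowest totals, 14183633 and 10739622 reads, and the highest shares, 39.5% and 59.7%.

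The targeted genes were examined in every library because they bear on the labels. Auxin acts on the tagged protein, so RNA of POLR2A or TOP2A need not fall. POLR2A (chromosome 17, 7484379 to 7514618) had 230.4 ± 71.4 CPM in DLD-1 controls and 133.7 ± 36.4 CPM after auxin (SD, n = 2). Its log2 fold change of -0.78 (SE 0.32) had an adjusted p of 0.077 in edgeR's quasi-likelihood test and was not called. It was called without control replicate 2, with a log2 fold change of -1.07. Background-subtracted counts gave 0.42, in the opposite direction. POLR2A had 366.1 and 62.2 times the reads of the background density in controls, and 18.5 and 8.76 after auxin. Removing background by itself would thus deepen its fall. The reversal came from the scaling of the libraries after subtraction, not from background reads in this gene. TOP2A (chromosome 17, 40388521 to 40417950) had 672.7 ± 44.1 CPM in HCT116 controls and 634.0 ± 0.021 CPM in the group labelled TOP2B-/- (SD, n = 2), with a log2 fold change of -0.09 and an edgeR adjusted p of 0.466. TOP2B (chromosome 3, 25597905 to 25664372) fell from 188.7 ± 4.19 to 133.1 ± 2.09 CPM (SD, n = 2) in the group labelled TOP2B-/-. Its log2 fold change was -0.50 (SE 0.041) with an edgeR adjusted p of 0.027. Without TOP2B-/- replicate 1 or 2 the fall was -0.56 or -0.49 and was not called, with edgeR adjusted p of 0.210 and 0.302. Reads over TOP2B thus remained in the libraries labelled TOP2B-/-, and the RNA neither bears out nor excludes that label. The kind of edit is not given in the sources used here, and the TOP2B model overlaps RARB on the opposite strand. In DLD-1, TOP2A and TOP2B had log2 fold changes of -1.29 and -1.39, with edgeR adjusted p of 0.020 and 0.010. The fall of TOP2A was not called without auxin replicate 1 or 2 (-1.51 and -1.04), with library totals alone (-0.65), with background-subtracted counts (-0.03) or with 1 RUVs factor (-0.36). That of TOP2B was not called with 1 RUVs factor (-1.01), and it was -0.40 with background-subtracted counts. Both genes lay further above background in controls than after auxin. Their smaller falls with background-subtracted counts therefore also came from that scaling.

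**Figure D2:**
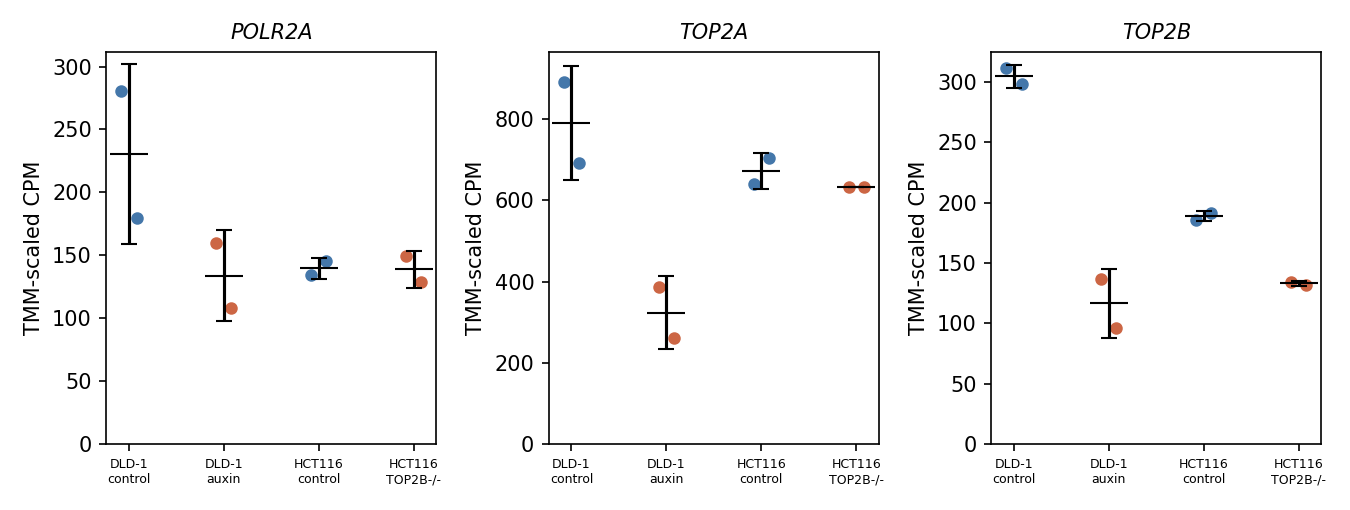
Points give TMM-scaled CPM of POLR2A, TOP2A and TOP2B in each library, and horizontal lines with error bars give the mean and SD of each group (n = 2). TMM scaling was done within each cell line, so levels are not compared between lines. TOP2B in HCT116 went from 188.7 CPM in controls to 133.1 CPM in the group labelled TOP2B-/-.

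The DLD-1 comparison asks which nascent transcripts differed after depletion of RPB1. Of 17625 genes tested, 11855 were called by edgeR, 5678 higher and 6177 lower after auxin, and 10189 of them had an absolute log2 fold change of at least 1. The balance of higher and lower calls depended on scaling. With library totals alone, 10921 genes were called, of which 9055 were among the 11855, 0 of these with the opposite sign. Of the calls, 69.1% were higher, against 47.9% with TMM, and the median log2 fold change of all tested genes went from -0.06 to 0.57. Changes in this comparison are therefore relative to the scaling, and a global change in RNA output cannot be read from it. With background-subtracted counts 8559 genes were called, of which 6308 were among the 11855, 215 of these with the opposite sign. DESeq2 with 1 RUVs factor called 1595 genes, 121 higher and 1474 lower. Calls numbered 2393 without auxin replicate 1 and 3165 without auxin replicate 2, where the spread between replicates came from the controls alone. In the first of these sets 72 calls were higher, and in the second 215. They numbered 11559 without control replicate 1 and 12732 without control replicate 2. Genes silent in HCT116 had a median log2 fold change of 2.51, and 95.1% of the 2904 tested were higher after auxin. The other genes had a median of -0.45.

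Falls in DLD-1 were ranked among called genes with a mean log2 CPM of at least 5. The largest of them without background subtraction was that of RNF43 (chromosome 17, 58352500 to 58417582), from 1599 ± 130.2 to 42.0 ± 8.96 CPM (SD, n = 2). Its log2 fold change was -5.25 (SE 0.28) with an edgeR adjusted p of 0.0042. It was followed by DDIT4 (-5.13), HIST1H2BJ (-4.62), AXIN2 (-4.60) and PRSS3 (-4.48), each with the same adjusted p. HIST1H2BJ and PRSS3 belong to families with near-identical copies, so their values are uncertain. In the auxin libraries RNF43 had 2.61 and 1.34 times the reads of the background density, DDIT4 3.75 and 2.69, AXIN2 3.20 and 1.80, PRSS3 1.43 and 0.98, and HIST1H2BJ 20.3 and 11.1. The sizes and order of these falls depended on background and on the scaling of the libraries after its subtraction. After its subtraction they were -5.96 for PRSS3, -5.14 for RNF43, -4.35 for DDIT4, -4.11 for AXIN2 and -3.41 for HIST1H2BJ. PRSS3 was left with 0 reads in auxin replicate 2, so the size of its fall is uncertain. Reads of each of these genes lay further above background in controls than after auxin. Removing background by itself would thus deepen each fall. Falls that shrank did so because library totals and TMM were taken anew from the subtracted counts.

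Rises in DLD-1 were likewise ranked among called genes with a mean log2 CPM of at least 5. The largest of them without background subtraction was that of ALLC (chromosome 2, 3658196 to 3702670), from 2.65 ± 1.80 to 73.7 ± 19.4 CPM (SD, n = 2). Its log2 fold change was 4.81 (SE 0.61) with an edgeR adjusted p of 0.0060. It was followed by SLC9C2 (4.74), TMPRSS11A (4.70), PHYHIPL (4.47) and TRPM3 (4.32). PHYHIPL overlaps FAM13C on the opposite strand. Without auxin replicate 1 none of these 5 rises was called, and without auxin replicate 2 only that of ALLC was. With 1 RUVs factor those of TMPRSS11A (1.97) and PHYHIPL (2.06) were not called. In the control libraries these 5 genes had 0.79 to 1.41 times the reads of the background density, so the sizes and order of the rises depended on background. After its subtraction the log2 fold changes were 9.90 for ALLC, 8.41 for SLC9C2 and 8.0 for TRPM3. TMPRSS11A and PHYHIPL were then left with 0 reads in both controls, so no size is given for them. ALLC was left with 0 in control 2. In controls 1 and 2, SLC9C2 had 1.36 and 1.14 times the background and TRPM3 1.41 and 1.10. The upper quartile of silent genes there was 1.33 and 1.23 times their median. The sizes of the rises of ALLC, SLC9C2 and TRPM3 after subtraction are therefore uncertain.

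The HCT116 comparison asks which nascent transcripts differed between the group labelled TOP2B-/- and its controls, both with degron-tagged TOP2A. Auxin is given for that group by its treatment field and by the names of its count columns. Changes are therefore not assigned to genotype alone. Of 15273 genes tested, 521 were called by edgeR, 268 higher and 253 lower, and 76 of them had an absolute log2 fold change of at least 1. DESeq2 called 1849 genes, among them all 521. Of the 253 genes called lower, 133 (52.6%) lie on chromosome 20, which holds 405 of the tested genes. The median log2 fold change on this chromosome was -0.56, against -0.17 to 0.17 on the other autosomes. The 4 pairings of single libraries gave -0.61 to -0.53 there, while the 2 controls differed by 0.09 and the libraries labelled TOP2B-/- by -0.01, so this shift exceeded the spread between replicates. A fit to genes outside chromosome 20, added after seeing the data, called 229 genes, 158 higher and 71 lower. The number of calls was unstable. It was 2519 without control replicate 1 and 443 without control replicate 2. Without either library labelled TOP2B-/- edgeR called 0 genes, with 2266 (without replicate 1) and 1286 (without replicate 2) at an unadjusted p under 0.05. The 5 largest rises and 5 largest falls kept their direction without each library, and none of them was called by edgeR without TOP2B-/- replicate 1 or without TOP2B-/- replicate 2.

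In HCT116, rises and falls were ranked among called genes with a mean log2 CPM of at least 5. Called genes below that level, which are not named here, include a rise of 6.79 and a fall of -1.96. The largest ranked rise was that of ZNF804A (chromosome 2, 184598366 to 184939487), from 5.33 ± 2.39 to 149.8 ± 2.23 CPM (SD, n = 2). Its log2 fold change was 4.82 (SE 0.30) with an edgeR adjusted p of 0.025. It was followed by GRIN2B (3.13), SAMD5 (2.48), EFNA5 (2.21) and PCDH7 (2.02). The largest ranked fall was that of ACSS2 (chromosome 20, 34874963 to 34927966), from 501.3 ± 9.66 to 124.4 ± 1.73 CPM (SD, n = 2). Its log2 fold change was -2.01 (SE 0.040) with an edgeR adjusted p of 0.015. It was followed by HMGCS1 (-1.35), CYP24A1 (-1.32), INSIG1 (-1.29) and IRS1 (-1.24). ACSS2 and CYP24A1 lie on chromosome 20, whose median was -0.56.

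**Figure D3:**
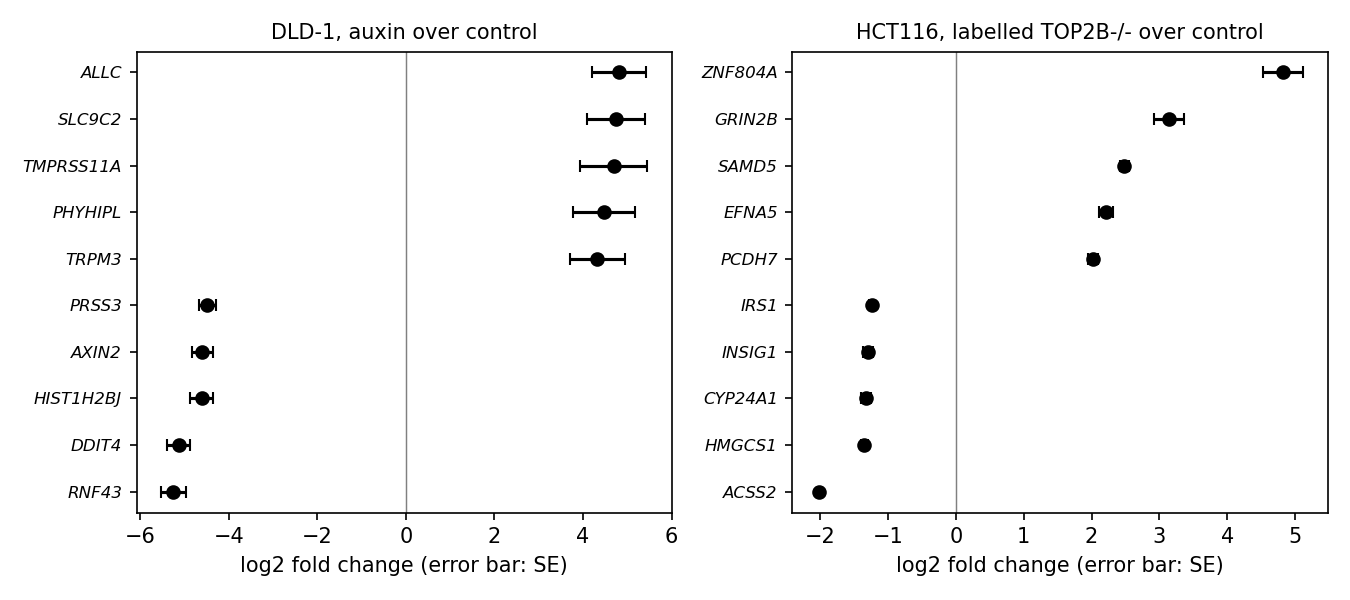
Points give edgeR log2 fold changes and bars their standard errors (n = 2 per group) for the 5 largest rises and 5 largest falls in each comparison. These were ranked among called genes with a mean log2 CPM of at least 5. Falls in DLD-1, without background subtraction, reached -5.25 for RNF43, and in HCT116 -2.01 for ACSS2.

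The relation of change to gene length was examined because elongation over long genes depends on RNA polymerase II and on relief of torsion. In DLD-1 the Spearman correlation of log2 fold change with gene length across 17625 genes was -0.14. The 4 pairings of single libraries gave -0.15 to -0.05, while the 2 controls differed from each other at 0.06 and the 2 auxin libraries at 0.18. The correlation changed sign to 0.15 when only genes with a mean CPM of at least 5 were kept, and to 0.40 given mean log2 CPM. In HCT116 the correlation across 15273 genes was 0.41. It was 0.21 with no count filter, 0.43 with a mean CPM of at least 5 and 0.54 given mean log2 CPM. Single-library pairings gave -0.03 and 0.29 against control 1 and 0.48 for both pairings with control 2. The controls differed from each other at -0.61, which is larger in size than the value between groups, so the HCT116 trend did not exceed the spread between replicates. Without control replicate 2 it was 0.18.

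**Figure D4:**
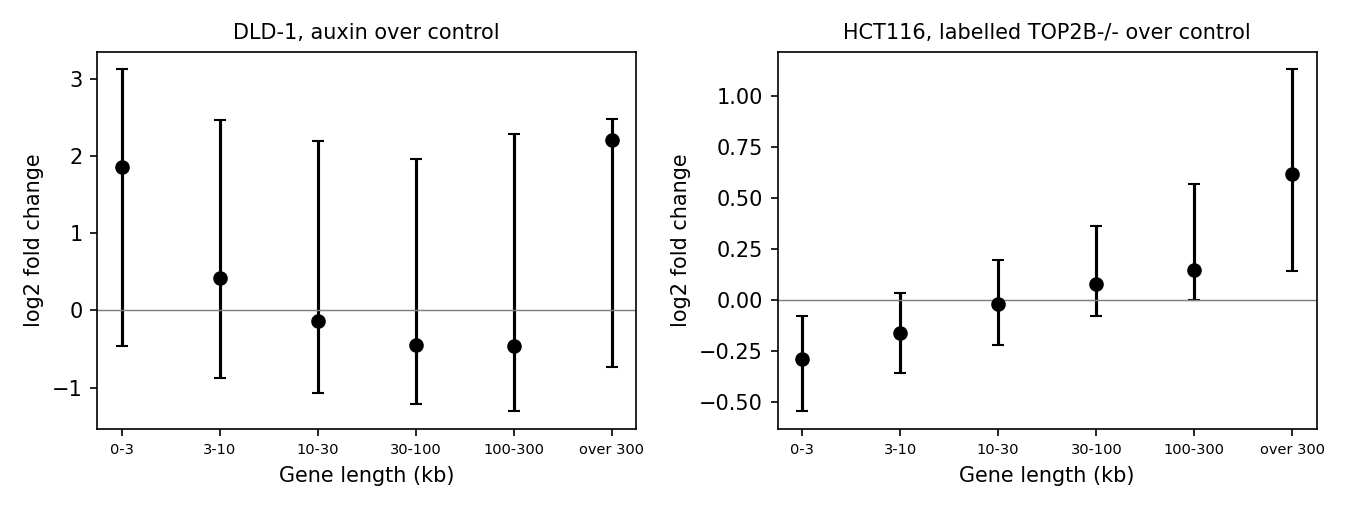
Points give the median log2 fold change and bars the quartiles of tested genes in bins of gene length in kb, without pooling of the 2 cell lines. In HCT116 the median went from -0.29 in genes under 3 kb to 0.62 in genes over 300 kb, while in DLD-1 both ends, 1.86 and 2.20, lay above the middle bins.

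The log2 fold changes of the comparisons were set against each other across the 15205 genes tested in both. Their controls are not shared. Pearson's r was 0.45 and Spearman's rho 0.34. Single-library pairings gave Pearson values from -0.31 to 0.63, and differences between replicates, which hold no treatment, correlated between the cell lines at -0.70 to 0.72. The correlation of the comparisons was therefore no larger than that of replicate differences. Without HCT116 control replicate 2 or TOP2B-/- replicate 2 it was 0.18 or 0.13. Of 417 genes called in both, 54 were higher in both, 166 lower in both, 172 lower in DLD-1 and higher in HCT116, and 25 the reverse. The two-sided Fisher exact test of direction gave an odds ratio of 2.08 and p of 0.0057, treating genes as independent.

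Of 14 gene list tests, 8 had a camera adjusted p under 0.05. With fry 4 passed, of which those of mitotic genes and replication-dependent histone genes in DLD-1 were also called by camera, and with an estimated correlation 0 passed. In DLD-1, 46 of 51 histone genes were called lower (median log2 fold change -3.31, camera adjusted p 4.96e-20, fry adjusted p 0.012), and 48 were called when adjusted over the list alone. All 20 mitotic genes were called lower (median -1.96, camera adjusted p 2.68e-09, fry adjusted p 0.035), and 20 were called when adjusted over the list alone. Both medians stayed below 0 under each scaling tried, and with background-subtracted counts they were -2.20 for histone genes and -1.03 for mitotic genes. Histone genes include near-identical copies and are uncertain one by one. Ribosomal protein genes had a median of 0.59 (camera adjusted p 0.00027, fry adjusted p 0.206), with 34 of 82 called higher and 26 called when adjusted over the list alone. Their median was 1.22 with library totals alone and 1.84 with background-subtracted counts (camera adjusted p 1.50e-30). Without control replicate 2, the camera adjusted p of this list was 0.372. Immediate early genes (median -0.57), p53 target genes (-0.51), interferon-stimulated genes (0.32) and Pol II subunit genes (-0.12) were not called by camera in DLD-1. The p53 target genes passed fry (adjusted p 0.041). Called members when adjusted over the list alone were 14, 7, 9 and 2. Medians of the immediate early, p53 target and Pol II subunit genes turned positive with library totals alone (0.06, 0.13 and 0.52), and that of immediate early genes also with background-subtracted counts (0.22). For Pol II subunit genes the median and mean were below 0 and camera's direction was up. With background-subtracted counts their median was 1.00 and camera called a rise (adjusted p 0.046).

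In HCT116 camera called falls of histone genes (median -0.57), immediate early genes (-0.42), ribosomal protein genes (-0.22), p53 target genes (-0.22) and mitotic genes (-0.14), with adjusted p from 5.31e-08 to 0.0012. None of these passed fry, where adjusted p was between 0.206 and 0.407. Without control replicate 2 immediate early genes were not called (camera adjusted p 0.061). Called members when adjusted over the list alone were 0, 3, 0, 7 and 5. The median of mitotic genes was -0.08 without the 3 on chromosome 20. Interferon-stimulated genes (0.28) passed fry (adjusted p 0.0064) but not camera (0.129), except without control replicate 2 (0.042), with 2 members called over the list alone. Pol II subunit genes (-0.12) passed neither, except camera without control replicate 1 (0.022), with 0 members called over the list alone.

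The authors' deposited table for DLD-1 lists 1497 genes, 137 higher and 1360 lower, and 32 of the 1497 had no adjusted p there. Of all 1497 genes in the authors' deposited table, 98.2% were called in the same direction by edgeR (exact 95% interval 97.4 to 98.8%), although edgeR called 11855 genes. The authors' deposited table for HCT116 lists 922 genes, 398 higher and 524 lower, and 16 of the 922 had no adjusted p there. Of all 922 genes in the authors' deposited table, 52.2% were called in the same direction by edgeR (exact 95% interval 48.9 to 55.4%) and 97.2% by DESeq2. The intervals for both cell lines treat genes as independent, so they do not measure the spread between libraries. Across listed genes, edgeR log2 fold changes correlated with those of the authors' deposited table at 0.94 in DLD-1 and 0.99 in HCT116. In the authors' deposited table for DLD-1, the log2 fold change of 54 genes lay more than 1 from the log2 ratio of the normalized values in the same table, and 5 had the opposite sign.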

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

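The number of DLD-1 calls was within 1.5 times of 11855 under every setting tried except 1 RUVs factor (1595, a setting added after seeing the data) and leaving out a replicate (2393 to 12732, lowest without auxin replicate 1). The genes called were less stable than their number. Of 8559 calls after background subtraction, also added after seeing the data, 6308 were shared with the 11855, and 215 of these had the opposite sign. With 1 RUVs factor 121 calls were higher and 1474 lower, against 5678 and 6177, and 1569 were shared, 0 of them with the opposite sign. DESeq2 shared 11490 calls. HCT116 calls moved further from 521. DESeq2 gave 1849, a mean CPM of at least 5 gave 1221, and a fold-change threshold gave 76. The fit over all 8 libraries gave 5, where the dispersion was shared with DLD-1. Leaving out a replicate gave 0 to 2519. Of the settings added after seeing the data, background subtraction gave 2371, 1 RUVs factor gave 906, and the fit to genes outside chromosome 20 gave 229. The last changed no call of a named gene tested in it or of a gene list. Apart from the construction of the threshold and of the smaller sets of libraries, the cause was not tested. Scaling to Pol III transcripts was not run because 0 of the 23 listed are in the count tables.

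The replicate block gave 12963 calls in DLD-1 and 0 in HCT116 by edgeR, with 2177 at an unadjusted p under 0.05. Deviations of libraries with the same number correlated across genes at 0.56 in DLD-1 and -0.82 in HCT116. With only 2 pairs each, the numbers were not taken to pair the libraries. Crossing the numbers in HCT116 gave 1808 calls. Under the block POLR2A in DLD-1 was called (-0.78) and TOP2B in HCT116 was not (-0.50).

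POLR2A in DLD-1 ranged from -1.07 to -0.43 without each replicate, and reversed with background subtraction (0.42) and 1 RUVs factor (0.62), neither past the threshold. In HCT116, where it was near 0, it reversed with library totals (0.014), background subtraction (0.032) and 1 RUVs factor (0.062), and ranged from -0.163 to 0.0937 without each replicate, the latter without TOP2B-/- replicate 2. TOP2B in HCT116 kept its direction but not its call in the fit over all 8 libraries (-0.52). It ranged from -0.56 to -0.49 without each replicate. Apart from the scaling after background subtraction for POLR2A in DLD-1, the causes were not tested.

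The DLD-1 length trend reversed with a mean CPM of at least 5 (0.15) and given mean log2 CPM (0.40), and was -0.147 to -0.0924 without each replicate. That of HCT116 went from 0.41 to 0.21 with no count filter and to 0.54 given mean log2 CPM, and was 0.18 to 0.43 without each replicate. The correlation of the comparisons went to 0.038 with background subtraction. Lists passing were 4 with fry and 0 with an estimated correlation. Immediate early genes in DLD-1 reversed with background subtraction (adjusted p 0.444). Pol II subunit genes in DLD-1 reversed with fry (0.734), under the block (0.868) and without control replicate 2 or auxin replicate 1, with a range of 0.528 to 0.993 over all 4, and were called as a rise with background subtraction (0.046). DESeq2 raised the share of the authors' HCT116 table that was called to 97.2%. The causes were not tested.

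For named genes, including POLR2A, TOP2A and TOP2B in both comparisons, 308 of the values under alternatives kept direction and call, 59 lost the call, 2 gained it and 6 reversed. For single gene lists the numbers were 93, 16, 5 and 5. With every DLD-1 library thinned to the shallowest, 11301 genes were called, against 11855 at full depth. Other limits set by depth were not tested.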

Other observations

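The test of a factor of unwanted variation, the matched lists on background-subtracted counts the margin by which a correlation counted as near 0 and the single-library pairings after background subtraction were chosen after the results had been seen. Background subtraction, thinning, GC content and the fit to genes outside chromosome 20 were settings added after seeing the data, and the tests of chromosome 20 were chosen after its shift had been seen. All patterns below were noticed in the same data, so the explanations are hypotheses.

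Genes silent in HCT116 rose after auxin in DLD-1. Lower depth is argued against, since thinning every library to the shallowest left their median log2 fold change at 2.63. So is TMM scaling, since library totals alone gave 3.13. Activation of particular genes would leave many silent genes unmoved, whereas 95.1% rose. The rise did not hold in every model. With 1 RUVs factor the median of silent genes was -0.69 and 21.1% were higher, where the factor takes up part of the difference between the groups. A candidate explanation is a background of reads spread in proportion to length. The slope of log count on log length over silent genes averaged 1.11 in the auxin libraries, where such a background predicts a slope of 1. The DLD-1 controls had slopes of 1.13 and 1.13, so the slope is not particular to auxin. Genomic DNA that escaped DNase I is a candidate source, because the density on chromosome X was 0.535 of that on autosomes, as DNA of a line with 1 X chromosome would give. Low transcription in proportion to gene copies would give the same ratio, and the DLD-1 controls had 0.565 and 0.541, so the ratio is not particular to auxin. If RNA output fell after RPB1 loss, a constant amount of background would take a larger share, and this was not tested. After subtraction the 1443 silent genes still tested had a median of 3.66 and 85.0% were higher. Subtraction of a median keeps the genes above it, so this value does not measure what remains, and subtraction is an incomplete correction.

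The 5 largest rises in DLD-1 exceeded that background. In the auxin libraries, ALLC had 6.90 and 3.31 times the reads expected from it, SLC9C2 7.97 and 3.80, TMPRSS11A 5.27 and 2.86, PHYHIPL 5.17 and 2.60, and TRPM3 5.74 and 2.89. The rises were 4.36 to 4.95 with every library thinned to the shallowest and 4.93 to 5.42 with library totals alone, and all 5 were called under both. With 1 RUVs factor they were 1.97 to 2.95, and those of TMPRSS11A and PHYHIPL were not called (adjusted p 0.099 and 0.073). These genes were picked for the size of their rise, so the values exclude no explanation for them, and no biological one was tested.

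Long genes rose in HCT116, by less than the spread between replicates, since the controls differed from each other at -0.61. Background in proportion to length, GC content and the weight of 1 control library all stay open. The rank correlation was 0.32 after background subtraction, with single-library pairings from 0.067 to 0.43 (SD 0.18), and the controls still differed at -0.60. It was 0.21 given GC content and 0.18 without control replicate 2, against 0.41 with none of these and an SD of 0.24 over single-library pairings. These explanations cannot be told apart from a trend between the groups. After subtraction the value of 0.32 lies further than its SD of 0.18 from 0 and within it of 0.41, so subtraction did not remove the trend. The lowest pairing of 0.067 lies within that SD of 0, and the controls still differed at -0.60. Background is therefore not excluded. The values given GC content and without control replicate 2 lie within their SD of both 0 and 0.41. An effect of genotype or auxin is also open and was not tested apart from these.

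Genes of chromosome 20 were lower in the group labelled TOP2B-/- of HCT116. Of 200 tested there with a mean log2 CPM of at least 5, 99.5% were lower, and all 13 stretches of 5 Mb had a median below 0 (-0.78 to -0.19). Background is argued against, since the median was -0.59 after subtraction, with pairings from -0.60 to -0.57. GC content and length are argued against, since 392 genes differed from others of like GC content and length by a median of -0.57. A single library does not decide it, since the highest of 4 pairings gave -0.53, with an SD of 0.039 over them. A candidate explanation is fewer copies of chromosome 20 than in the controls. The read density over 84 silent genes of this chromosome, relative to those of other autosomes, was 1.67 and 1.76 in the controls and 1.04 and 1.06 in the libraries labelled TOP2B-/-. Ratios of single autosomes, chromosome 20 included, ran from 0.80 to 1.68 in control 1 and from 0.39 to 5.01 in control 2. The 1.68 may be that of chromosome 20 itself, so it does not show that another autosome was as high. In the libraries labelled TOP2B-/- the ratios ran from 0.75 to 1.45 and from 0.86 to 1.19. Background was only 0.27% of the count in control 2, so its 1.76 carries no weight and the test rests on 1 control. The mean of the libraries labelled TOP2B-/- over control 1 was 0.628 (95% bootstrap interval over genes 0.536 to 0.711). This interval includes the 0.667 of 2 copies against 3. No DNA was measured here. Whether copies were gained in the controls or lost in the cells labelled TOP2B-/-, and whether this followed from the edit or from the choice of clone, was not tested. Falls of genes on chromosome 20, ACSS2 and CYP24A1 included, may in part reflect this difference.

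The correlation of the comparisons may come from background shared in kind between the cell lines. Pearson's r was 0.038 after subtraction in both, against 0.45 before it. The genes tested fell from 15205 to 12572, and r was 0.21 without subtraction over 12558 genes outside both sets of silent genes, so part of the drop can come from the genes left out.

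The authors' deposited table for DLD-1 is far shorter than the list from a fit with treatment alone. A factor of unwanted variation that follows treatment may account for this. DESeq2 with 1 RUVs factor called 1595 genes, against 12239 without it. Over listed genes its log2 fold changes differed from those of the authors' deposited tables by at most 7.13e-05 in DLD-1 and 2.51e-14 in HCT116. In DLD-1 the factor was -7.13 and -5.82 in the controls and -4.22 and -3.69 after auxin, so it separates the groups, and in the fit it takes up part of the difference between them. Whether that part was unwanted variation or an effect of RPB1 loss was not tested.

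ACSS2, HMGCS1 and INSIG1, which act in or control sterol and lipid synthesis, were among the largest falls in HCT116. A list of 30 such genes that left these out was then tested. Of these 27 were lower and 13 were called lower, with a median of -0.59 that lay below all 10000 matched random lists (95% of them from -0.11 to 0.08). Its camera p adjusted over 2 lists was 2.75e-19, and its fry p was 0.020. The list was chosen after the falls had been seen, which adjustment over 2 lists does not cover. Random lists were matched on mean expression alone, and genes of 1 pathway can move together. These values can therefore overstate the support. None of the 30 lies on chromosome 20. The median was -0.54 after background subtraction, with single-library pairings from -0.60 to -0.51, which argues against background, and -0.69 to -0.57 without each replicate. A coordinated fall of this pathway may therefore distinguish these groups. Genotype, auxin, differences between clones and culture conditions change or can change together here and stay open, and the part of each was not tested.

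RNF43 and AXIN2, which are targets of Wnt signalling, were among the largest falls in DLD-1. A list of 20 other Wnt target genes had a median of -0.55, at percentile 33.6 among 10000 matched random lists, although its camera p adjusted over 2 lists was 0.034 and its fry p 0.0088. The median was -0.88 without auxin replicate 2 and -0.41 without auxin replicate 1. After background subtraction the median of the 18 still tested was -2.76, below all 10000 random lists. A fall of this pathway beyond that of other expressed genes cannot be told apart from the general fall, because the answer turns on an incomplete correction.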
